# Comprehensive circRNA Expression Profile and Construction of circRNAs-Related ceRNA Network in a Mouse Model of Autism

**DOI:** 10.3389/fgene.2020.623584

**Published:** 2021-02-16

**Authors:** Ji Wang, Zhongxiu Yang, Canming Chen, Yang Xu, Hongguang Wang, Bing Liu, Wei Zhang, Yanan Jiang

**Keywords:** autism, circular RNA (circRNA), RNA sequencing (RNA-Seq), ceRNA network, *in silico* analysis

## Abstract

Autism is a common disease that seriously affects the quality of life. The role of circular RNAs (circRNAs) in autism remains largely unexplored. We aimed to detect the circRNA expression profile and construct a circRNA-based competing endogenous RNA (ceRNA) network in autism. Valproate acid was used to establish an *in vivo* model of autism in mice. A total of 1,059 differentially expressed circRNAs (477 upregulated and 582 downregulated) in autism group was identified by RNA sequencing. The expression of novel_circ_015779 and novel_circ_035247 were detected by real-time PCR. A ceRNA network based on altered circRNAs was established, with 9,715 nodes and 150,408 edges. Module analysis was conducted followed by GO and KEGG pathway enrichment analysis. The top three modules were all correlated with autism-related pathways involving “TGF-beta signaling pathway,” “Notch signaling pathway,” “MAPK signaling pathway,” “long term depression,” “thyroid hormone signaling pathway,” etc. The present study reveals a novel circRNA involved mechanisms in the pathogenesis of autism.

## Introduction

Autism spectrum disorder (ASD) is a multifactorial neurodevelopmental disorder diagnosed mainly during early life onset, which is often combined with attention deficit/hyperactivity disorder, mental disorder, and intellectual disability (Vahabzadeh et al., 2018; Valiente-Palleja et al., 2018; Miryounesi et al., 2019). According to the Diagnostic and Statistical Manual of Mental Disorders, 5th ed (DSM-5), it is characterized by impaired social interactions and elevated stereotyped activities, and the global prevalence is about 1% (Lai et al., 2014). Autism prevalence is increasing globally. According to the latest data of Autism and Developmental Disabilities Monitoring (ADDM) network in 2018, ASD prevalence was 1 in 54 (https://www.cdc.gov/ncbddd/autism/data.html). Early screening and diagnosis are very important to improve the outcome of autism patients. Unfortunately, primary health care professionals are usually unaware of the early manifestations of autism, and the gold standard diagnostic tools, autism Diagnostic Interview Revised (ADI-R) and Autism Diagnostic Observation Schedule (ADOS), are time-consuming and expensive. The pathogenesis of autism is associated with genetic and epigenetic alterations (Olde Loohuis et al., 2015; Turner et al., 2017). However, there is no specific autism therapeutic drug because the pathogenesis mechanism of autism is still not fully clarified.

Circular RNAs (circRNAs) are a kind of non-coding RNAs with circular structure, which are rapidly becoming considered as critical regulators of gene expression networks (Salzman et al., 2013). Furthermore, studies have proved that circRNAs are widely expressed in tissue-and-developmental-stage-specific patterns, and a fraction of them displays conservation across species (Rybak-Wolf et al., 2015). Importantly, a general phenomenon was discovered that circRNAs bind to miRNAs, acting as miRNA sponges, and thereby affect the expression of target genes (Hansen et al., 2013). Several studies have shown that circRNAs are more abundantly expressed in the brain than other tissues in mammals (You et al., 2015; Li et al., 2017). CircRNAs also show dynamic expression during neurogenesis, synaptogenesis, and neuronal differentiation (Izuogu et al., 2018). These findings indicated that circRNAs are likely to play functional roles in neuron development and diseases.

Even though studies revealed that circRNAs are highly abundant in the brain, the expression profile, function, and mechanism of most circRNAs in autism are still largely unelucidated. Chen et al. (2020) found a series of autism-associated circRNAs in autism cortex samples. Our study aimed to determine the circRNA profile in brain tissues from valproic acid-induced mouse autism model and analyze their function and potential mechanism.

## Materials and Methods

### Establishment of A Mouse Model of Autism

C57BL/6 mice were bought from Liaoning Changsheng Biotechnology Co., Ltd. (Liaoning, China). Exposure to some neurotoxic drugs may induce fetal nervous system development disorders. Valproate acid (VPA) is a widely used drug to induce autism (Baronio et al., 2018; Eissa et al., 2018). The animal model of autism was established as previously described (Zheng et al., 2019). Briefly, female adult mice were mated to males overnight. Pregnant mice were injected with valproic acid (Sigma, Ronkonkoma, NY, USA) 500 mg/kg at embryonic day 12.5 (E12.5). Mice in control group received a considerable amount of normal saline. All pregnant mice were allowed to give birth naturally, and the 1st day of birth was recorded as postnatal day 1 (P1). Pups were weaned at the 23rd day (p23) after birth. The animal protocol was approved by the Harbin Children's Hospital Animal Care and Use Committee (JJ2017ZR0484).

### Repetitive Self-Grooming Behavior Measurement

On the 32nd day after birth, mice were placed in open field box for 10 min to adapt to the environment, then start timing for 10 min to observe mice behavior (Onaolapo et al., 2017). The number of body cleaning with paws and face-washing actions was calculated.

### Social Interaction Test

Social interaction test was used to assess active interaction time in a test mouse with a novel mouse. (1) Adaptation stage: Gently put the tested mice into the device (material: acrylic glass, 40 × 40 × 30 cm, covered with 2–3 cm thick bedding), and let them move freely inside 10 min. (2) Test stage: Take out the test mice that have just adapted, and put them in the test mice and interactive mice (the same strains of mice that have the same sex and age as the test mice that have not been raised in the same cage). The number of social behaviors (physical contact and following peers) and non-social behaviors (investigation) of the mice were recorded within 10 min.

### Real-Time PCR Analysis

TRIzol reagent (Invitrogen, CA, USA) was used to extract total RNA. A reverse transcriptase kit (Roche, Mannheim, Germany) was used to synthesize first-strand cDNA. Reverse transcription was performed using HiScript® II Q RT SuperMixfor qPCR (Vazyme Biotech Co., Ltd., Nanjing, China). Real-time PCR analysis was performed on an ABI step one plus system (Applied Biosystems, CA, USA). Primer sequences were as follows: novel_circ_000430, 5′-ACCCGTCTTCAGTCTCCGT-3′ (forward), 5′-AATATCACCCACACCCTCAGC-3′ (reverse); novel_circ_015779, 5′-CTCTGCCTGGTGCTGGTATTG-3′ (forward), 5′-ATGTAACTCTCTCCCTCCCCTG-3′ (reverse); novel_circ_063340, 5′-GCTTACCGTGGAGATGTTTGAC-3′ (forward), 5′-CGCCTTCTCCAACACCTCA-3′ (reverse); β-actin, 5′-ACCCATTCTCTGTCTCGCAC-3′ (forward), 5′-ATCGTCACCCCCAAAACCTG-3′ (reverse). β-actin was used as an internal control. 

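The circRNA primer sequences were searched for exact matches in the 141767 mouse transcripts of GENCODE release M21 (GRCm38). Primers for a circRNA face away from each other on the linear transcript, so that a product forms only across the back-spliced junction. The novel_circ_063340 forward primer, GCTTACCGTGGAGATGTTTGAC, matched positions 657 to 678 of a Hip1r transcript. Its reverse primer, CGCCTTCTCCAACACCTCA, matched the opposite strand of the same transcript at positions 609 to 627, so the pair faced outward. The deposited table places novel_circ_063340 on chromosome 5 from 123990942 to 123994858, and both ends lie on exon boundaries of Hip1r, from exon 5 to exon 8 of 32. The novel_circ_000430 forward primer, ACCCGTCTTCAGTCTCCGT, matched 4 transcripts of Galnt13, and its reverse primer, AATATCACCCACACCCTCAGC, matched 0 transcripts. The table places novel_circ_000430 on chromosome 2 from 54448451 to 54516681, as a circRNA of exon and intron sequence from Galnt13. Both novel_circ_015779 primers, CTCTGCCTGGTGCTGGTATTG and ATGTAACTCTCTCCCTCCCCTG, matched 0 transcripts. The table places novel_circ_015779 on chromosome 9 from 42686748 to 42688097, where 165 nt at its end are an exon of Grik4 and the rest is intron. Intron sequence was not searched here. The methods list no primers for novel_circ_035247, which the paper measured by real-time PCR along with novel_circ_015779. The paper reports no real-time PCR result for novel_circ_063340 or novel_circ_000430, so the matched pair does not bear on its reported measurements.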

Target gene expression was analyzed using the 2^−ΔΔCT^ method.

### RNA Sequencing

RNA sequencing was conducted by Gene Denovo Biotechnology Co. (Guangzhou, China). The circRNA were identified using find_circ (Memczak et al., 2013). The edge R package (http://www.rproject.org/) was used to identify differentially expressed circRNAs. CircRNAs with *P* < 0.05 and |log2FoldChange| > 1 in a comparison between control and autism groups was identified as differentially expressed.

### CircRNA-miRNA-mRNA Network Construction

The miRNA binding sites of annotated circRNAs in circBase was predicted by StarBase (v2.0) (Li et al., 2014). The miRNA binding sites of novel circRNAs were predicted by Mireap, Miranda (v3.3a) (Betel et al., 2010), and TargetScan (v7.0) (Agarwal et al., 2015). Subsequently, miRTarBase (v6.1) (Hsu et al., 2011) was used to predict mRNAs that interact with circRNAs through miRNAs. The established competing endogenous RNA (ceRNA) network was visualized by Cytoscape (Version 3.7.2) (Kohl et al., 2011).

### Gene Ontology and Pathway Enrichment Analysis

Significantly enriched Gene Ontology (GO) terms in source genes comparing to the genome background were defined by hypergeometric test (Ashburner et al., 2000). Kyoto Encyclopedia of Genes and Genomes (KEGG) database was used to perform enrichment analysis (Kanehisa et al., 2008).

### Statistical Analysis

Data are expressed as mean ± SEM and compared using Student's *t*-test. A two-tailed *P* < 0.05 was required for significance.

## Results

### A Mouse Model of Autism Was Successfully Established

To analyze different expression of circRNA in the brain of autistic mice, we established a mouse model of autism and verified the model through behavioral testing. The animal model of autism was induced as previously described (Zheng et al., 2019). On the 28th day after birth, their behavioral ontogeny was evaluated using the social interaction test, repetitive self-grooming behavior. Results showed that the offspring mice in the model group exhibited autism-like behavioral abnormalities (Figure 1).

**Figure 1:**
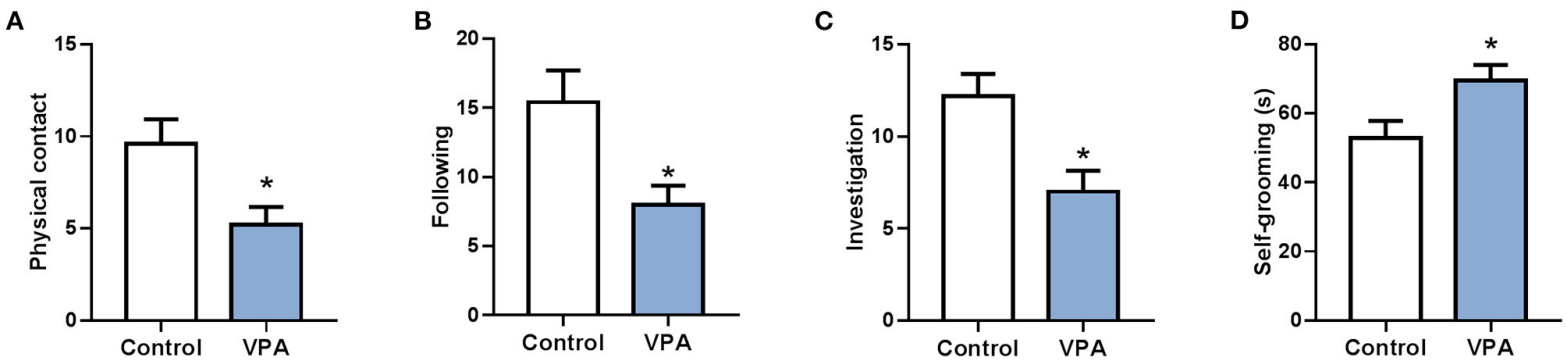
A mouse model of autism was successfully established. **(A)** The social interaction test (physical contact). **(B)** The social interaction test (following). **(C)** The social interaction test (investigation). **(D)** Repetitive self-grooming behavior. *P < 0.05 vs. Control; *n* = 4–5.

### Expression Profile of circRNAs in A Mouse Model of Autism

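Brain RNA from 3 control mice and 3 autism mice was sequenced, 1 library per mouse. Autism mice were the offspring of dams injected with valproic acid at 500 mg/kg on embryonic day 12.5, and control dams received saline. The paper does not say how many litters the mice came from. The tests here take each mouse as independent, so a difference between litters cannot be told apart from an effect of valproic acid. The sample labels give an age of 1 month. Linear RNA was digested with RNase R before strand-specific library preparation, which enriches circRNAs. The authors identified circRNAs with find_circ, which looks for reads that join the end of a sequence to its own start (back-spliced reads). They deposited, for each circRNA and library, the raw count of back-spliced reads and the count scaled to the total of back-spliced reads of that library (RPM). The table holds 66755 circRNAs, and its coordinates match exon ends of GRCm38. Back-spliced reads numbered 633381, 572526 and 555122 in control replicates 1, 2 and 3, with a median of 572526. They numbered 573757, 474150 and 535759 in autism replicates 1, 2 and 3, with a median of 535759. The smallest level that 3 counts can show was between 4.74 and 6.33 RPM, and this floor covers counting error only. The counts were low for most circRNAs. The median circRNA had 6 counts over all 6 libraries, 40760 (61.1%) had fewer than 10, and 24988 (37.4%) were found in 1 library only. Control libraries held 34062 ± 1130.5 circRNAs with at least 1 count (SD, n = 3) and autism libraries 30909.7 ± 2852.1 (SD, n = 3). The groups did not overlap (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). Here the raw counts were normalized by edgeR's TMM method and compared by edgeR's two-sided quasi-likelihood test, with no filter on low counts. The normalization, the filter and the estimate of spread could each change the number of circRNAs called. A fold change against a group with at most 3 counts in each library is given as a lower bound, computed against 3 counts.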

The expression profile of circRNAs in brain tissues from autism mouse model and corresponding controls was evaluated using RNA sequencing. 

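Over the 12049 circRNAs with a mean of at least 5 counts per library, the Spearman correlation of RPM was 0.743 to 0.759 between control libraries. It was 0.675 to 0.729 between autism libraries and 0.673 to 0.757 between a control and an autism library. These correlations are across circRNAs, which are not independent replicates. Autism replicate 2, the library with the fewest back-spliced reads, had correlations of 0.673 to 0.709 with the other libraries, and the remaining pairs lay between 0.729 and 0.759. In this library longer circRNAs were also lower relative to shorter ones. The mean distance (1 minus the correlation) between groups exceeded the mean distance within groups by 0.0075. Of the 10 ways to split the 6 libraries into 3 and 3, 3 gave a difference as large (one-sided exact permutation test, p = 0.3, where 0.1 is the smallest p possible). With control replicate 1 left out, the difference was -0.0051.

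**Figure D1:**
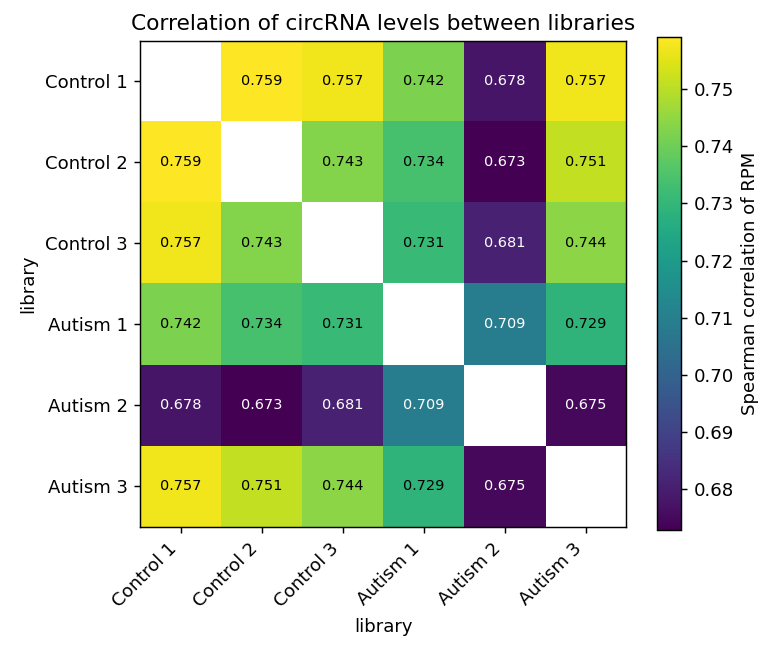
Spearman correlation of RPM between each pair of the 6 libraries, over circRNAs with a mean of at least 5 counts; both axes list the libraries and the color gives the correlation. The row of autism replicate 2 holds values from 0.673 to 0.709.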

The hierarchical cluster analysis of circRNA is shown in Figure 2A. 

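Of the 66755 circRNAs tested, 2169 (3.25%) had an unadjusted p-value under 0.05. After Benjamini-Hochberg adjustment over all circRNAs tested, 3 had an adjusted p-value under 0.05. One was novel_circ_017972, from Ntng2 on chromosome 2 from 29247828 to 29248878. It had 85.7 ± 22.2 RPM in control (SD, n = 3) and 20.2 ± 10.5 RPM in autism (SD, n = 3), and each autism library was below each control library. Its log2 fold change was -2.06 (standard error 0.42, adjusted p = 0.021 from edgeR's quasi-likelihood test). Standard errors of circRNAs are derived from this test and rest on a spread shared at similar abundance, not on each circRNA's own spread between mice. Another was novel_circ_027827, which the deposited table matches to CDR1as, on chromosome X from 61183248 to 61186174. Its counts were 1067, 1149 and 2344 in control and 287, 64 and 1235 in autism, a log2 fold change of -1.43 (standard error 0.18, adjusted p = 3.1e-11 from the same test). The groups overlapped, and DESeq2's Wald test gave an unadjusted p of 0.193 for this circRNA. The last was novel_circ_014536, from Gabra2. None of the 3 held in every setting. The number with an adjusted p-value under 0.05 was 0 with DESeq2's Wald test, with at least 10 counts in total and with edgeR's low-count filter. It was 2 with edgeR's exact test with TMM. In the supplement, the paper's own FDR is 1 for 1058 of its 1059 circRNAs, and 0.0127 for novel_circ_014536.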

The volcano plots of circRNAs are shown in Figure 2B. 

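With a p-value under 0.05 and an absolute log2 fold change over 1, without adjustment, edgeR's quasi-likelihood test called 1835 circRNAs, 891 higher and 944 lower in autism. Of these, 960 were among the circRNAs in the paper's supplement. Restricting the test to the 7425 circRNAs kept by edgeR's low-count filter moved the number most, to 260. The called circRNAs had few counts, with a median of 19 over the 6 libraries. Among them, 438 had 0 counts in every control library and 385 had 0 counts in every autism library. The 3 autism values lay all above or all below the 3 control values for 823 of the called circRNAs (44.9%). Chance gives 10% for circRNAs not selected by the groups, and circRNAs called in the same way for each of the 9 other splits of the 6 libraries gave 42.8% to 48.8%. For the paper's 1059 circRNAs the number was 814 (76.9%), and circRNAs called by the exact test with common and tagwise dispersions in the 9 other splits gave 77.9% to 80.9%. Among those without overlap, the smallest p-values for a rise belonged to novel_circ_010961 (Rev3l), novel_circ_006868 (Rab11a) and novel_circ_043630 (Ryr2). RPM of novel_circ_010961 was 13.2 ± 5.85 in control (SD, n = 3) and 53.4 ± 15.8 in autism (SD, n = 3), a log2 fold change of 1.97 (standard error 0.52, adjusted p = 0.66). For novel_circ_006868 the log2 fold change was 1.32 (standard error 0.36, adjusted p = 0.66). Counts of novel_circ_043630 were 3, 0 and 1 in control and 3, 28 and 11 in autism, at least 5.33-fold higher in autism. This bound rests mostly on autism replicate 2, with 59.1 RPM against 5.23 and 20.5 RPM in autism replicates 1 and 3. Control replicate 1 and autism replicate 1 had the same count, and only the library totals set them apart. Among circRNAs that fell, novel_circ_058732 (Hmgxb4) had 178.2 ± 28.8 RPM in control (SD, n = 3) and 76.8 ± 45.9 RPM in autism (SD, n = 3), with an adjusted p of 0.26 from the same test. Without autism replicate 2 its log2 fold change was -0.87. The 5 most abundant circRNAs, from Tulp4, Ankib1, Rps6kc1, Unc79 and Slc8a1, were not called. The most abundant, novel_circ_024875 (Tulp4), had 20358 ± 452.5 RPM in control (SD, n = 3) and 15442 ± 7106 RPM in autism (SD, n = 3). The paper counts the circRNAs past its own threshold as altered in the autism group.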

A total of 1,059 altered circRNAs were identified in the autism group, with 477 upregulated and 582 downregulated (GSE163904, Figure 2C, Table 1, and Supplementary Material).

**Figure 2:**
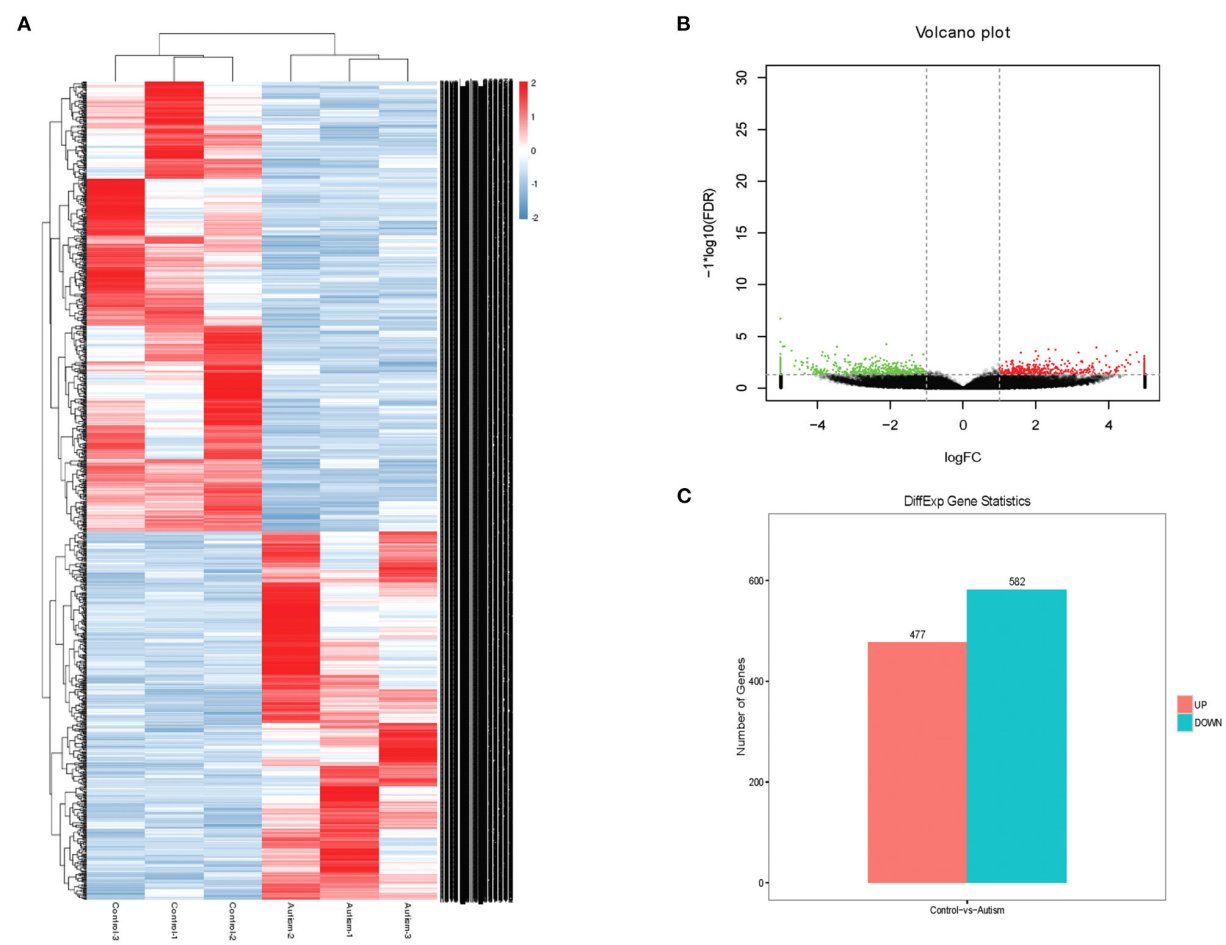
Differentially expressed circRNAs in brain from autism mice. **(A)** Heat map. **(B)** Volcano plots. **(C)** The number of differentially expressed circRNAs in a mouse model of autism.

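All 10 upregulated circRNAs of Table 1 had 0 counts in every control library, and all 10 downregulated circRNAs had 0 counts in every autism library. In the supplement, the paper gives 0.001 RPM in place of a mean of 0. The 10 upregulated circRNAs had between 18 and 26 counts summed over the 3 autism libraries, and 6 of them had 0 counts in 1 autism library. Against the floor of 3 counts they were at least 2.28-fold to 3.26-fold higher in autism. The 10 downregulated circRNAs had between 20 and 57 counts summed over the 3 control libraries, and 2 of them had 0 counts in 1 control library. Against the floor they were at least 1.94-fold to 5.71-fold lower in autism. All 20 passed the unadjusted threshold, with p-values from 3.9e-04 to 0.0039 for those higher and from 3.3e-07 to 0.0042 for those lower in edgeR's quasi-likelihood test. After Benjamini-Hochberg adjustment, 1 of the 20 remained under 0.05. This was novel_circ_014536, on chromosome 5 from 71006107 to 71014636, which spans exons 3 to 6 of 9 of Gabra2, the gene of a GABA receptor subunit. Its counts were 26, 25 and 6 in the control libraries and 0 in each autism library, and it was at least 5.71-fold lower in autism (adjusted p = 0.011). The adjusted p of each of the others was at least 0.66. With DESeq2's Wald test, some of the 20 had an unadjusted p-value over 0.05, such as novel_circ_015779 (0.134) and novel_circ_001586 (0.169). Others did not, such as novel_circ_014536 (1.9e-06) and novel_circ_000430 (0.0010).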

**Table 1:** Biological information regarding the top 10 upregulated and downregulated circRNAs in autism mouse model.

	**circRNA**	**log2(Fold change)**	***p*-value**
Upregulated	novel_circ_015779	14.07865	1.88E-03
	novel_circ_063340	13.83892	1.82E-03
	novel_circ_000430	13.75961	1.23E-03
	novel_circ_052619	13.754	3.88E-03
	novel_circ_011355	13.72869	6.55E-03
	novel_circ_002576	13.67244	7.79E-04
	novel_circ_013547	13.65162	9.93E-03
	novel_circ_058403	13.6008	1.33E-03
	novel_circ_028696	13.58711	8.98E-03
	novel_circ_018711	13.57057	1.20E-02
Downregulated	novel_circ_014536	−14.9586	1.90E-07
	novel_circ_066322	−14.168	3.44E-05
	novel_circ_022010	−13.7173	5.14E-04
	novel_circ_056205	−13.5461	1.36E-03
	novel_circ_001586	−13.5253	8.62E-03
	novel_circ_065910	−13.5045	1.93E-03
	novel_circ_000370	−13.4837	1.10E-03
	novel_circ_018104	−13.479	1.09E-03
	novel_circ_012200	−13.436	2.96E-03
	novel_circ_061645	−13.392	1.61E-02

### CircRNA Expression Verified by Real-Time PCR

The expressions of novel_circ_015779 and novel_circ_035247 were detected by real-time PCR assay. The expression levels of novel_circ_015779 and novel_circ_035247 were upregulated in the autism group (Figure 3). These results were in accordance with that in RNA sequencing.

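In the sequencing data, novel_circ_015779 had 0 counts in each of the 3 control libraries, and 8, 18 and 0 counts in autism replicates 1, 2 and 3. This corresponds to 17.3 ± 19.2 RPM in autism (SD, n = 3), so the spread between autism mice was as large as the mean. It was at least 3.26-fold higher in autism (unadjusted p = 3.9e-04, adjusted p = 0.69, edgeR's quasi-likelihood test), and the groups overlapped at 0. DESeq2's Wald test gave an unadjusted p of 0.134. The other circRNA, novel_circ_035247, lies on chromosome 14 from 32250017 to 32262831 and spans exons 10 to 13 of 18 of Parg, with a spliced length of 365 nt. It had 9, 7 and 14 counts in control replicates 1, 2 and 3 and 21, 21 and 20 counts in autism replicates 1, 2 and 3. Its RPM was 17.2 ± 7.00 in control (SD, n = 3) and 39.4 ± 4.24 in autism (SD, n = 3), with no overlap between the groups. The log2 fold change was 1.16 (standard error 0.53, adjusted p = 0.69, edgeR's quasi-likelihood test). The unadjusted p was 0.027. EdgeR's exact test gave 0.062 with TMM, and 0.018 with common and tagwise dispersions and library size only, a setting chosen after seeing the data. This last setting gave the p-values of Table 1, up to rounding.

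**Figure D2:**
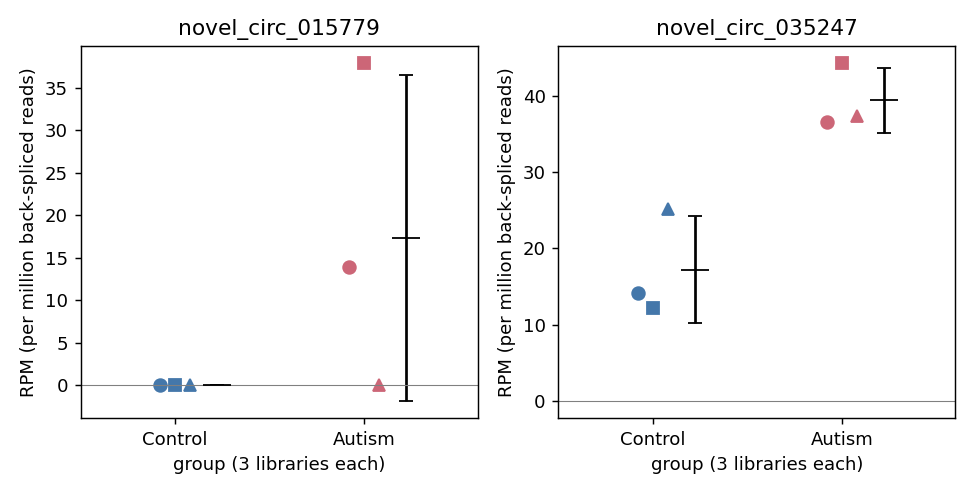
RPM of novel_circ_015779 and novel_circ_035247 in the sequencing data, by group, 1 point per library (circle, square and triangle for replicates 1, 2 and 3), with the mean and SD of 3 libraries beside the points. One autism library lies at 0 RPM for novel_circ_015779, and the autism libraries lie above the control libraries for novel_circ_035247.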

**Figure 3:**
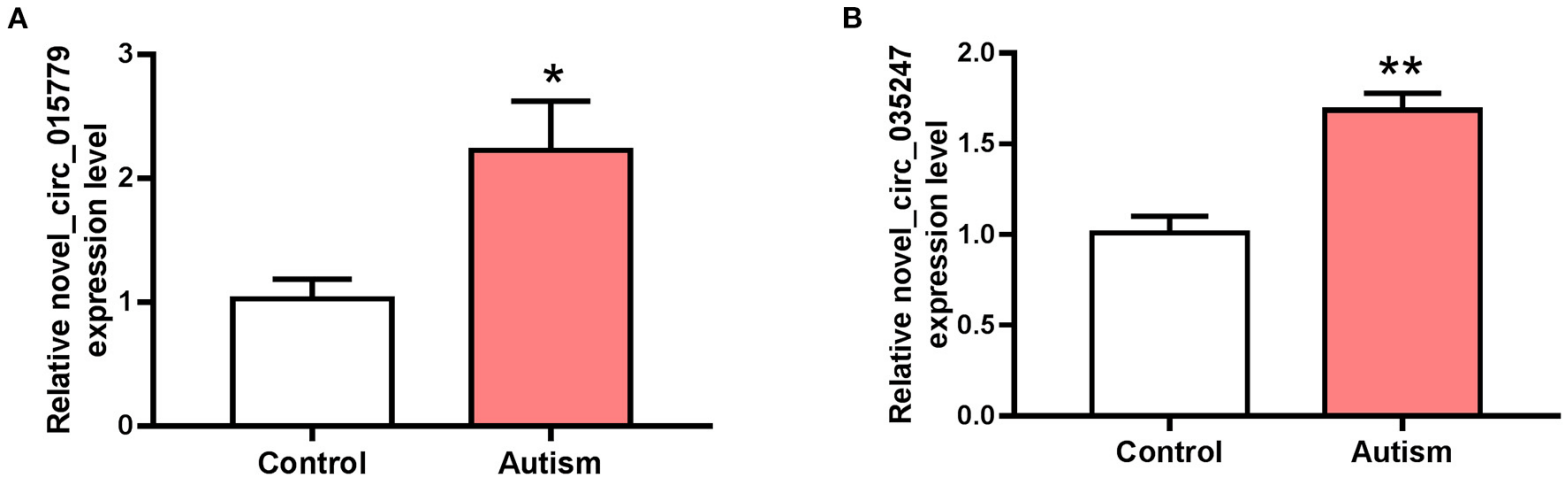
The expression of novel_circ_015779 and novel_circ_035247 in control and autism groups. **(A)** The expression of novel_circ_015779. **(B)** The expression of novel_circ_035247. *P < 0.05, **P < 0.01 vs. Control, *n* = 3.

### The ceRNA Network Construction

The interactions between circRNAs/mRNA and miRNAs were predicted using StarBase (v2.0), Miranda (v3.3a), TargetScan (v7.0), and miRTarBase (v6.1). Then, a ceRNA network was constructed using differentially expressed circRNAs and bioinformatic predication results. 

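The circRNAs listed in the supplement were matched to the deposited counts. For all 1059, the mean counts per group in the supplement equaled the means of the deposited counts. They came from 877 source genes, and 16 had a circBase identifier. By the authors' annotation 903 (85.3%) consisted of annotated exons, 94 (8.9%) of exon and intron sequence, 42 (4.0%) of a single exon, 10 were intergenic, 9 intronic and 1 antisense. Their median spliced length was 714 nt and the longest was 93429 nt, against a median of 790 nt for all circRNAs in the table. They had a median of 30 counts over the 6 libraries. In the supplement 112 had a mean of 0 in control and 145 had a mean of 0 in autism.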

The established circRNAs-miRNA-mRNA ceRNA network contains 9,715 nodes (including 1,059 circRNAs, 6,730 mRNA, and 1,926 miRNA) and 150,408 edges. A top 5 miRNA-based circRNA-miRNA-mRNA network is shown in Figure 4. 

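The 10 circRNAs with the top degrees in the ceRNA network all contained sequence outside annotated exons by the authors' annotation, compared with 114 (10.8%) of the 1059 circRNAs in the network. Of the 10, 5 were of exon and intron sequence, 4 were intergenic and 1 was intronic. Their deposited spliced lengths ranged from 43165 to 93429 nt, and for 5 of them the spliced length equaled the whole genomic span. Counts of back-spliced reads locate the ends of a circRNA and do not show the sequence between them, so these are not measured lengths. Their counts over the 6 libraries ranged from 13 to 159. The first, novel_circ_050499, lies between genes on chromosome X from 105246234 to 105339662. It had 12.3 ± 4.46 RPM in control (SD, n = 3), at most 2 counts in each autism library, and was at least 2.20-fold lower in autism. The second, novel_circ_021126, lies on chromosome 1 from 121236765 to 121312325 and ends at an exon of Insig2. It had 22.9 ± 13.5 RPM in control (SD, n = 3) and 55.6 ± 23.9 RPM in autism (SD, n = 3), with a log2 fold change of 1.27 (standard error 0.45). Of the 10, 4 were higher and 6 lower in autism, and 9 passed the unadjusted threshold, with p-values between 0.0050 and 0.059 over all 10. Their adjusted p-values were all 0.69 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

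**Figure D3:**
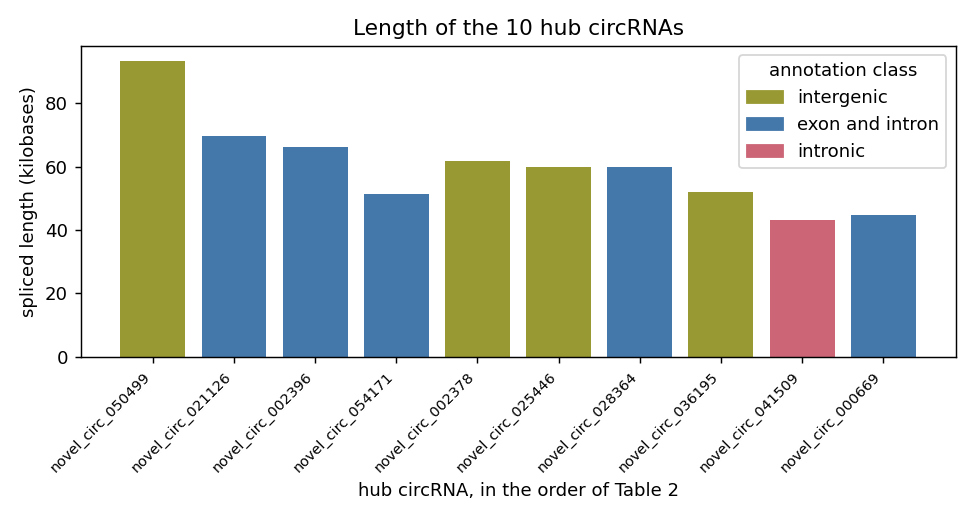
Deposited spliced length (not measured) in kilobases of the 10 hub circRNAs, in the order of Table 2, 1 bar per circRNA, colored by annotation class. The bars show 5 circRNAs of exon and intron sequence, 4 intergenic circRNAs and 1 intronic circRNA.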

The top 10 hub nodes are shown in Table 2. GO analysis showed that the ceRNA network was mainly associated with several biological processes, including “cellular process,” “biological regulation,” “regulation of biological process,” and “metabiological process.” Meanwhile, KEGG pathway analysis showed the ceRNA network was mainly associated with “axon guidance,” “MAPK signaling,” “Hippo signaling pathway,” and “ErbB signaling pathway” (Figure 5).

**Figure 4:**
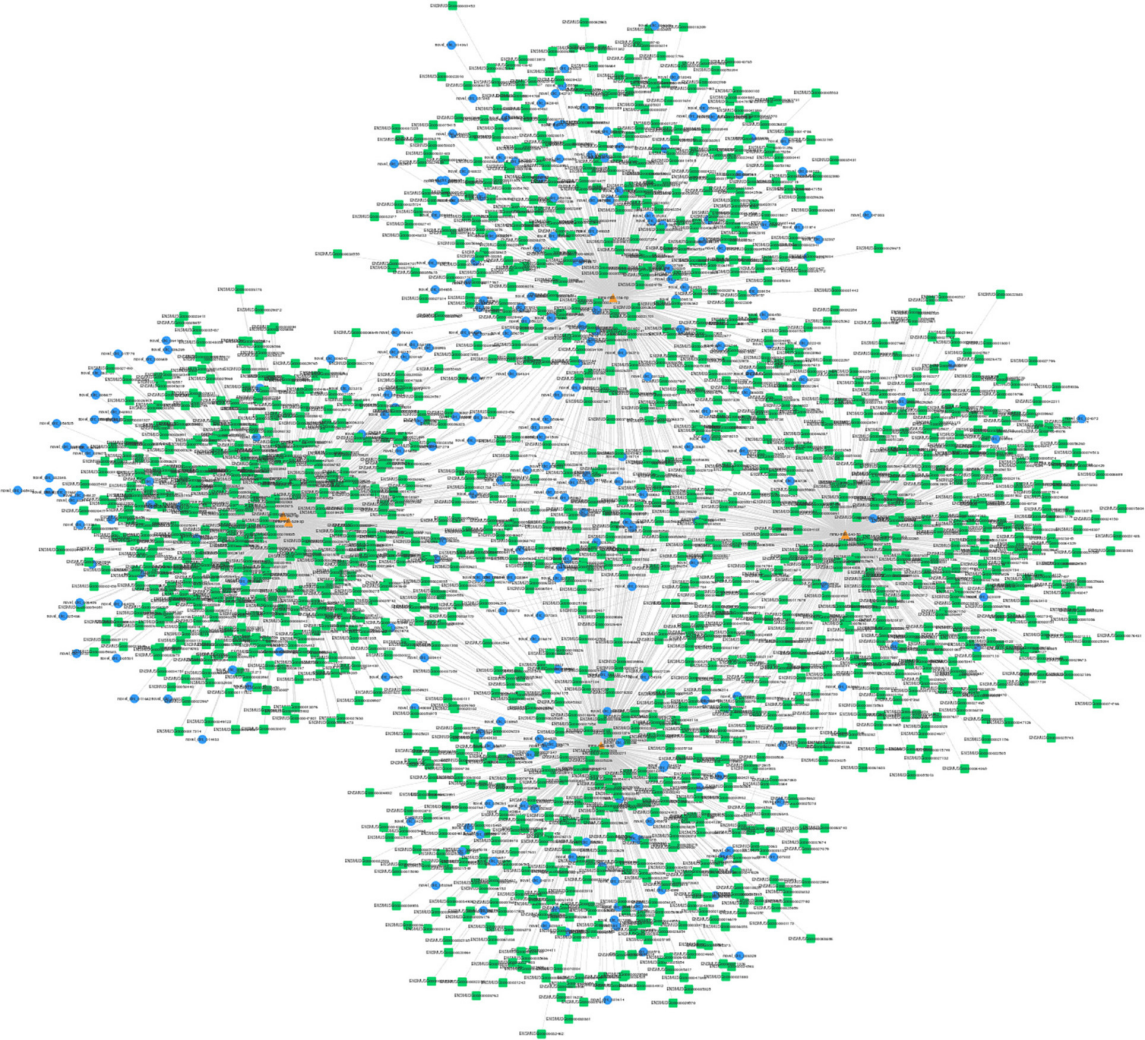
Top 5 miRNA-related circRNAs-miRNA-mRNA ceRNA network. Circular blue, triangular orange, and square green nodes represent circRNAs, miRNAs, and mRNAs, respectively.

**Table 2:** Hub nodes with top degrees in the ceRNA network.

**Rank**	**circRNA**	**miRNA**	**mRNA**
1	novel_circ_050499	mmu-miR-15a-5p	Tbc1d24
2	novel_circ_021126	mmu-miR-340-5p	Gabpb2
3	novel_circ_002396	mmu-miR-362-3p	Ybey
4	novel_circ_054171	mmu-miR-9-5p	Chic1
5	novel_circ_002378	mmu-miR-329-3p	Hecw1
6	novel_circ_025446	mmu-miR-7b-5p	Cd28
7	novel_circ_028364	mmu-miR-181a-5p	Asxl2
8	novel_circ_036195	mmu-miR-466l-5p	Ppm1k
9	novel_circ_041509	mmu-miR-466i-5p	Kcnk6
10	novel_circ_000669	mmu-miR-466k	Car5b

**Figure 5:**
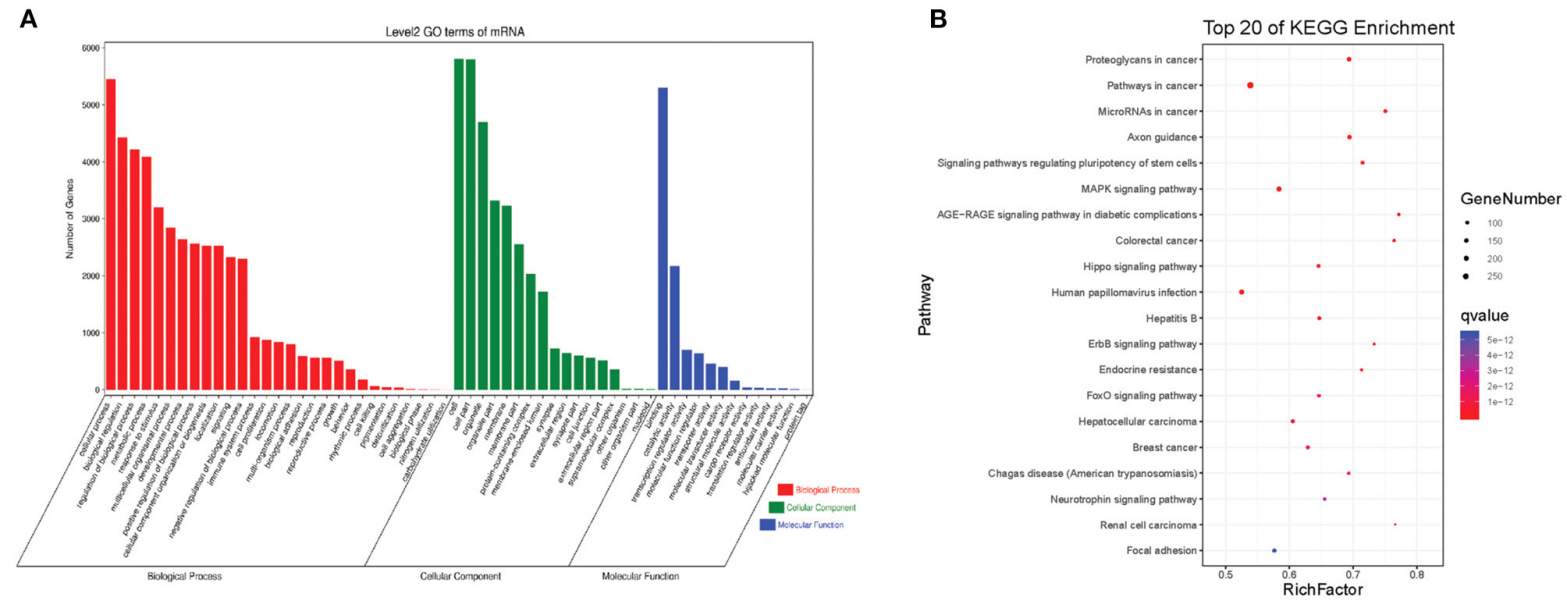
The GO and KEGG pathway enrichment of autism-related circRNAs-miRNA-mRNA ceRNA network. **(A)** GO enrichment. **(B)** KEGG pathway enrichment. The color bar represents the *q*-value.

### Module Analysis of the ceRNA Network

Modules were screened using plug-in MCODE. GO and KEGG pathway enrichments were performed in the top three modules, respectively. Module 1 consists of 393 nodes (68 circRNAs, 239 miRNAs, and 86 mRNAs) and 1,508 edges, which are mainly associated with “HIF-1 signaling pathway,” “arginine and proline metabolism,” “TGF-beta signaling pathway,” “IL-17 signaling pathway,” etc. (Figure 6). Module 2 consists of 242 nodes (67circRNAs, 73 miRNAs, and 102 mRNAs) and 891 edges, which are mainly related to “renin secretion,” “cGMP-PKG signaling pathway,” “Notch signaling pathway,” “long term depression,” etc. (Figure 7). Module 3 consists of 289 nodes (75 circRNAs, 95 miRNAs, and 119 mRNAs) and 1,011 edges, which are mainly associated with “IL-17 signaling pathway,” “MAPK signaling pathway,” “C-type lectin receptor signaling pathway,” “thyroid hormone signaling pathway,” etc. (Figure 8).

**Figure 6:**
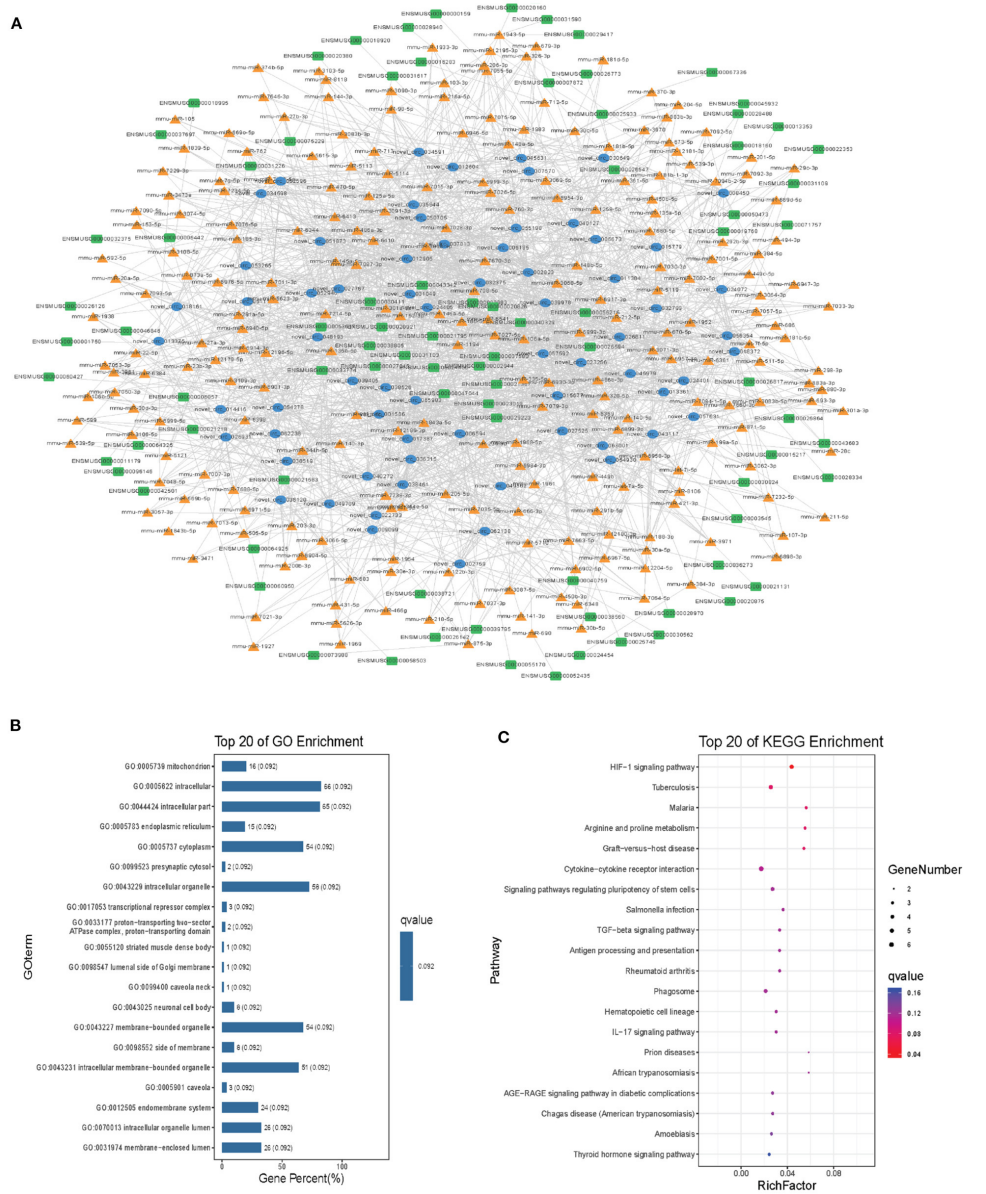
Module 1 from the autism-related ceRNA network. **(A)** Module 1 network. **(B)** GO enrichment. **(C)** KEGG pathway enrichment. Circular blue, triangular orange, and square green nodes represent circRNAs, miRNAs, and mRNAs, respectively.

**Figure 7:**
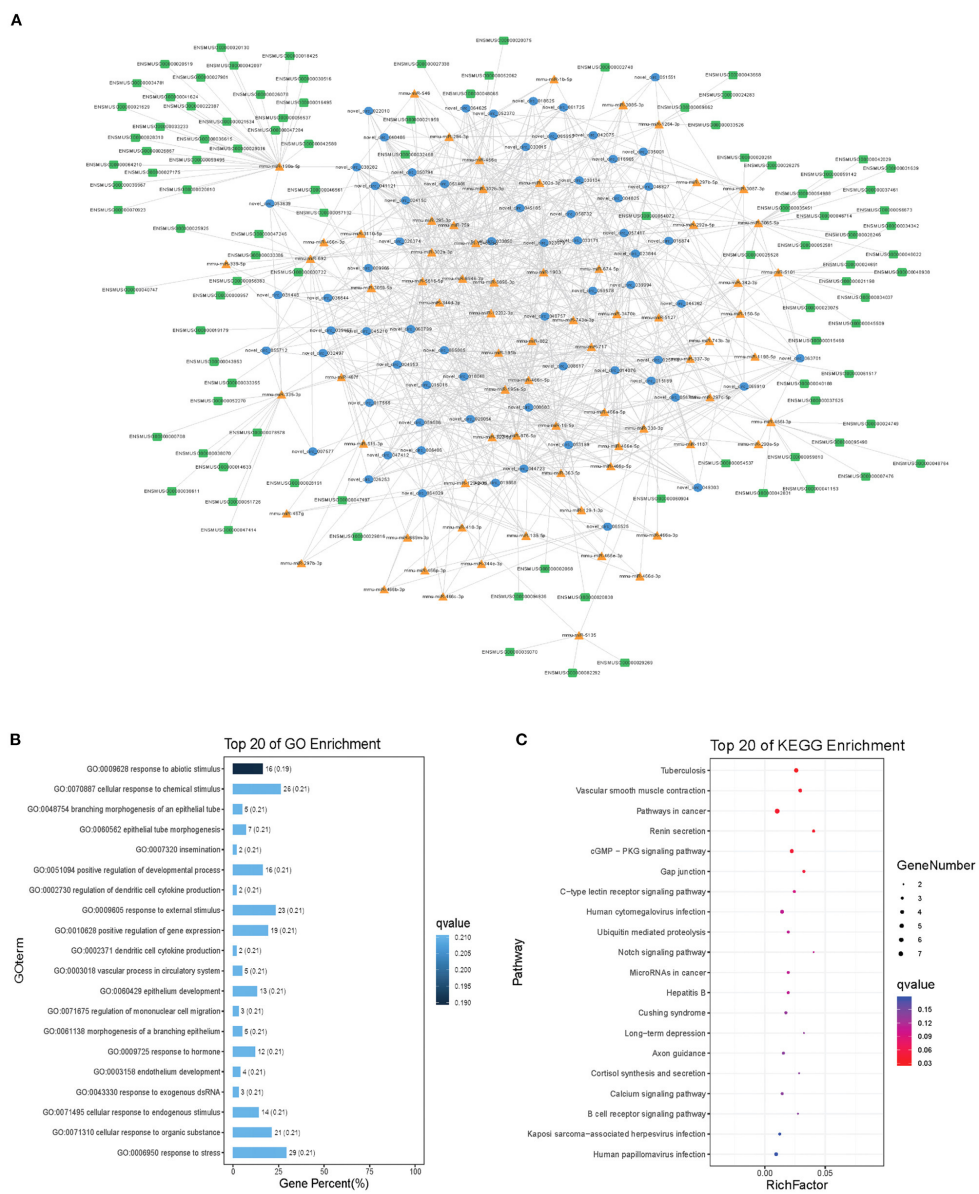
Module 2 from the autism-related ceRNA network. **(A)** Module 2 network. **(B)** GO enrichment. **(C)** KEGG pathway enrichment. Circular blue, triangular orange, and square green nodes represent circRNAs, miRNAs, and mRNAs, respectively.

**Figure 8:**
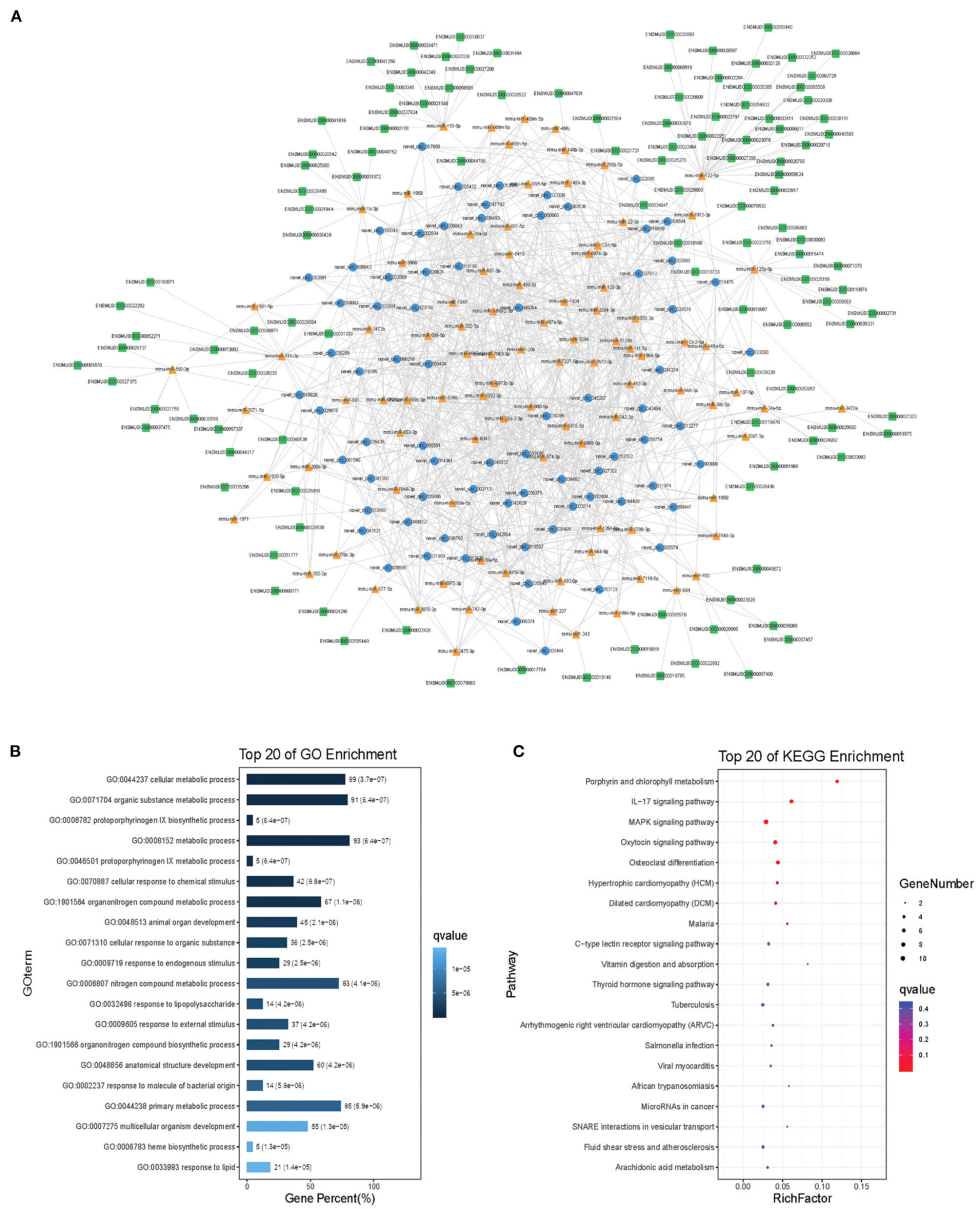
Module 3 from the autism-related ceRNA network. **(A)** Module 3 network. **(B)** GO enrichment. **(C)** KEGG pathway enrichment. Circular blue, triangular orange, and square green nodes represent circRNAs, miRNAs, and mRNAs, respectively.

## Discussion

The incidence of autism is still increasing, which seriously affects the quality of human life. Despite the research progress that has been made in recent years, the pathogenesis mechanisms of autism are still not fully clarified. The development of bioinformatics facilitated the investigation of disease mechanisms and therapeutic strategies (Peng et al., 2017, 2018; Zhou et al., 2019). Our study comprehensively elucidated circRNA expression profile in a mouse model of autism and constructed a circRNA-associated ceRNA network.

CircRNAs are a special kind of non-coding RNAs with circular structure. CircRNAs could exert biological function through a ceRNA mechanism (circRNA-miRNA-mRNA), circRNA–protein interaction, or regulate translation (Du et al., 2017; Sun et al., 2019; Yi et al., 2019). This kind of non-coding RNAs is involved in various diseases, including cancers, cardiovascular diseases, and neuronal diseases (Chen et al., 2017; Sekar et al., 2018; Yang et al., 2019). CircRNAs are shown to be associated with schizophrenia and cognitive dysfunction (Zhang et al., 2017; Mahmoudi et al., 2019). However, the expression and role of circRNAs in autism is still poorly understood. Therefore, we detected the circRNA expression profile using RNA sequencing in a mouse model of autism.

RNA sequencing identified a total of 1,059 differentially expressed circRNAs in the autism group. The expression level of novel_circ_015779 and novel_circ_035247 was detected by real-time PCR assay. The RNA sequencing and real-time PCR assay achieved similar results.

CircRNAs could act as a ceRNA and thus exert biological functions. Using bioinformatic methods, we predicted the interaction between circRNAs and miRNA and constructed an autism-related ceRNA network. The ceRNA network contains 150,408 edges and 9,715 nodes, including 1,059 circRNAs, 1,926 miRNA, and 6,730 mRNA.

We then performed GO and KEGG analysis. The autism-related ceRNA network was signaling pathways including “axon guidance,” “MAPK signaling,” “Hippo signaling pathway,” and “ErbB signaling pathway.” Among these signaling pathways, the role of “axon guidance” and “MAPK signaling” in autism has been proved (Suda et al., 2011; Rosina et al., 2019). It has been reported that aberrant axon-guidance protein expression was observed in the brains of people with autism, including the decreased expression of PLXNA4 and ROBO2 (Suda et al., 2011). And the disruption of the MAPK pathways correlates with severity in idiopathic autism (Rosina et al., 2019).

The hub nodes, take miR-142-3p, miR-142a-5p, and miR-142b for example, may play an important role in autism. Mor et al. (2015) found that miR-142a-5p and miR-142a-3p were upregulated in brain tissues of autism patients compared with that in controls. It has been reported that the upregulation of these two miRNAs could induce apoptosis (Lu et al., 2015; Kim et al., 2018). Apoptosis was also related to autism (Dong et al., 2018). Therefore, miR-142 cluster and its related circRNAs may be involved in the pathogenesis of autism, which needs further investigation. miR-9-5p was also a hub nod, which targets Dlg4 (encode PSD-95). The deletion or variation of Dlg4 was associated with autism (Feyder et al., 2010). 

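In the sequencing data, novel_circ_000370 comes from Zfp644, on chromosome 5 from 106618071 to 106666845, with a spliced length of 4460 nt. It had 6, 6 and 8 counts in control replicates 1, 2 and 3 and 0 counts in each autism library, and was at least 2.04-fold lower in autism (unadjusted p = 0.0041, edgeR's quasi-likelihood test). The counts are of back-spliced reads, so they do not measure Dlg4 mRNA or miR-9-5p.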

In the ceRNA network, novel_circ_000370, novel_circ_050499, novel_circ_021126, etc. may regulate Dlg4 through miR-9-5p.

Subsequently, network modules analysis was conducted. The top three modules were all correlated with autism-related pathways including “TGF-beta signaling pathway,” “Notch signaling pathway,” “MAPK signaling pathway,” “long-term depression,” etc. Take “TGF-beta signaling pathway” as an example; TGF-β1 was upregulated in the brain of autistic patients (Vargas et al., 2005). Early and adult hippocampal TGF-β1 overexpression led to a series of autism-related behaviors (Depino et al., 2011). The circRNAs involved in these signaling pathways may play a regulatory role in autism.

Circulating miRNAs were aberrantly expressed in autism individuals compared with that in controls (Mundalil Vasu et al., 2014; Hicks et al., 2016; Jyonouchi et al., 2019). In the serum of individuals with autism, 13 miRNAs were differentially expressed, some of which showed diagnostic potential for patients with autism (Mundalil Vasu et al., 2014). Subsequent research achieved similar results, that serum miRNAs may be promising biomarkers for autism (Kichukova et al., 2017; Jyonouchi et al., 2019). Besides, 14 miRNAs were identified differentially expressed in salivary samples from autism patients, and most of them significantly correlate with Vineland neurodevelopmental scores, including miR-27a, miR-23a, and miR-628-5p (Hicks et al., 2016). However, the function of these miRNAs in autism remains largely uninvestigated. In our ceRNA network, we identified a series of potential signaling pathways involved in the pathogenesis of autism, which may be helpful to clarify the role of miRNAs in autism. Besides, circRNAs also exist in the circulation system, which may also serve as biomarkers for autism. The expression of circRNAs in serum from autism patients and animal models still needs further investigation.

In conclusion, our study provides the expression profile of circRNAs in a mouse model of autism, which promotes our understanding in the pathogenesis mechanism of autism.

## Data Availability Statement

The RNA sequencing results for this study could be found in the GEO repository with the accession number of GSE163904.

## Ethics Statement

The animal study was reviewed and approved by Harbin children's hospital Animal Care and Use Committee [JJ2017ZR0484].

## Author Contributions

JW, YJ, and WZ designed the study. HW and BL performed the animal experiment. ZY, CC, and YX analyzed the data. JW and YJ wrote the manuscript. All authors reviewed the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

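CircRNAs were measured by RNA sequencing of RNase R-treated brain RNA from 3 control mice and 3 mice exposed to valproic acid before birth (autism group), 1 library per mouse. Libraries were assigned to groups from the sample labels, which match the sample names in Figure 2A. The authors identified circRNAs with find_circ and deposited raw counts of back-spliced reads for 66755 circRNAs in each library. The deposited RPM values are these counts divided by the total of the library and scaled, so that each library sums to the same total, with no other normalization. The authors also deposited the spliced length, position, annotation class and source gene of each circRNA. The paper's text names neither the genome build nor the version of find_circ. The coordinates match exon boundaries of GRCm38, and all 9412 source gene identifiers were found in GENCODE release M21, which was used for gene symbols and exon numbers. All per-sample columns of the table were used.

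Library totals ranged from 474150 to 633381 back-spliced reads. A level below 3 counts (4.74 to 6.33 RPM, depending on the library) was taken as the floor, and folds against a group at or below it are lower bounds. The table does not mark PCR duplicates, so floors cover counting error only. Different libraries differed by more than sampling noise (chi-square per degree of freedom from 2.55 to 3.43), so none was counted as a repeat of another.

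Counts were compared with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood test, 2 groups, no covariate, no filter on low counts). As in the paper's methods, circRNAs with an unadjusted p-value under 0.05 and an absolute log2 fold change over 1 were called. Benjamini-Hochberg adjusted p-values over all circRNAs are given beside them. With all circRNAs in the fit, edgeR estimated a spread that depended only on the mean count (negative binomial dispersion 0.0523, infinite prior degrees of freedom), so a circRNA that varied more between mice was not tested against its own spread. Standard errors are the absolute log2 fold change divided by the square root of the F statistic of the test. Those of circRNAs carry the same shared spread. Counts were also summed over the circRNAs of each source gene, and the 6452 source genes with at least 10 counts were tested in the same way. Comparisons of single values used exact permutation tests, for which 0.1 is the smallest p possible. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for these.

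The code was tested on simulated data, drawn from the means and library sizes of the deposited counts, in which 200 circRNAs were changed 4-fold. The spread of the simulated counts was set by the tagwise dispersions from the exact test with common and tagwise dispersions (common dispersion 0.573). The changed circRNAs were drawn from those with a mean of at least 10 counts per library, so the shares recovered do not describe circRNAs with fewer counts, such as most of those called. Of 54863 circRNAs tested, the quasi-likelihood test called 186 of the 200 changed circRNAs (93%) and 3129 unchanged circRNAs at the unadjusted threshold. At an adjusted p-value under 0.05 it called 118 changed (59%) and 42 unchanged circRNAs. With edgeR's low-count filter, 7442 were tested, and 121 changed and 12 unchanged circRNAs had an adjusted p-value under 0.05. The 3129 unchanged circRNAs called exceed the 1835 called in the deposited counts. The simulated spread thus differs from that of the deposited counts, and these numbers do not give the error rates of the real test.

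The rule for naming circRNAs was set before the data were examined: those the paper names, those with an adjusted p-value under 0.05, the 3 with the smallest p-values in each direction among called circRNAs without overlap between groups, and the 5 most abundant. The source genes Dlg4, Plxna4 and Robo2 were added from the paper's discussion. Dlg4 had no source gene entry with at least 10 counts. Control and autism libraries share replicate numbers in the labels, but the paper describes no pairing and the mice differ, so the replicate number was not used as a block in the results above.

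Alternatives set before the data were examined covered the test (edgeR's exact test, DESeq2 1.42.0), the normalization, the filter on low counts, the estimate of spread, library depth, the replicate block, the fold change, and leaving out each library. Alternatives chosen after seeing the data were an exact test with common and tagwise dispersions, the same test with a log2 ratio of mean RPM, counts halved, and offsets adjusted for circRNA length. Behavioral tests, real-time PCR, and the prediction and enrichment steps of the ceRNA network were not analysed here.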

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

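The tests of length and grouping below were chosen after the result was seen. The circRNA CDR1as (novel_circ_027827) is outside the circRNAs the paper lists, and it had the smallest adjusted p-value of all circRNAs tested (3.1e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 fold change was -1.4341, with 2638 ± 1381.6 RPM in control (SD, n = 3) and 980.1 ± 1162 RPM in autism (SD, n = 3). Autism replicates 1 and 2 lay below each control library, and autism replicate 3, with 2305.1 RPM, lay above control replicates 1 and 2.

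One technical explanation is that longer circRNAs were lost in some libraries. CDR1as, at 2927 nt, was at percentile 0.4 of the log2 fold changes of 251 circRNAs of 2000 to 4500 nt with a mean of at least 20 counts, whose median was -0.30. With offsets adjusted for length, which moved that median to -0.09, its log2 fold change was -1.37. Length therefore did not account for the whole difference. A chance difference between mice remains a possible explanation: a two-sided exact permutation test of log2(RPM + 1) gave p = 0.3. The small p-value from the quasi-likelihood test came from a fit in which circRNAs of similar abundance shared one spread. Over the alternatives the unadjusted p ranged from 1.5e-52 to 0.193. DESeq2's Wald test gave 0.193 and the exact test with common and tagwise dispersions 0.075. The quasi-likelihood test gave 0.0080 after a filter at 10 counts in total and 5.1e-04 after edgeR's low-count filter, and no circRNA had an adjusted p-value under 0.05 with either filter. Leaving out autism replicate 3 moved the log2 fold change to -3.05, and leaving out autism replicate 2 moved it to -0.92. A lower level after valproic acid is a hypothesis that these 6 libraries cannot tell apart from variation between mice or litters.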

How the results depend on the processing

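The number of circRNAs past the unadjusted threshold depended on the test and the filter, and the cause was not tested for any of these changes. Against 1835 circRNAs (891 higher, 944 lower) with the quasi-likelihood test, edgeR's exact test with TMM called 695 (288 higher, 407 lower) and the exact test with library size only called 719 (333 higher, 386 lower). DESeq2's Wald test called 808 (368 higher, 440 lower), and edgeR's low-count filter left 260 (119 higher, 141 lower). The exact test with common and tagwise dispersions and library size only, chosen after seeing the data, called 1058 (478 higher, 580 lower), and with a log2 ratio of mean RPM it called 1059 (477 higher, 582 lower). Library size only, DESeq2 size factors, the filter at 10 counts in total, the legacy quasi-likelihood fit, thinning to the smallest library and the log2 ratio of mean RPM gave between 1421 and 1844 circRNAs. Which direction had more circRNAs also depended on the processing. More were higher than lower with library size only (950 and 782), DESeq2 size factors (923 and 805) and, chosen after seeing the data, counts halved (921 and 870, 1791 in all) and length-adjusted offsets (868 and 822, 1690 in all), and also in the fits without an autism library. Across the 6 fits that each left out one library, the total ranged from 1599 to 2172, the number higher from 501 to 1144 and the number lower from 650 to 1166.

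The number with an adjusted p-value under 0.05 was 3. It was 0 with DESeq2's Wald test (1050 with an unadjusted p-value under 0.05), 0 with at least 10 counts in total (1741 unadjusted) and 0 with edgeR's low-count filter (520 unadjusted). It was 5 with the legacy quasi-likelihood fit and 1 with the exact test with common and tagwise dispersions. Leaving out one library gave from 1 to 55. For source genes, 0 had an adjusted p-value under 0.05 (447 unadjusted), and leaving out one library gave from 0 to 40, where 40 came without autism replicate 3.

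With the replicate number as a block (replicate block), the paired fit called 937 circRNAs (433 higher, 504 lower), and 0 had an adjusted p-value under 0.05 (1163 unadjusted). Same-numbered libraries come from different mice. Their deviations from the group means had correlations across circRNAs of 0.018, -0.017 and -0.021 for numbers 1, 2 and 3, with a mean of -0.007. Libraries with different numbers had a mean of 0.003. Deviations from a group mean sum to 0, so the 0.003 follows from the -0.007 and is not a separate reference. Same-numbered libraries thus showed no shared deviation, but this rests on 3 correlations.

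The rise of novel_circ_015779 was past the unadjusted threshold in the alternatives run except DESeq2's Wald test (lower bound 1.7184 on the log2 scale). EdgeR's low-count filter removed it, so that setting gave no value, and leaving out one library gave lower bounds from 0.44 to 2.27. The log2 fold change of novel_circ_035247 was 1.1578 with edgeR's exact test with TMM (p = 0.062) and 1.1873 with library size only (p = 0.062), no longer past the threshold. With common and tagwise dispersions the exact test gave 1.1883 (p = 0.018), past the threshold. Leaving out one library gave from 0.96 to 1.51, and p was over 0.05 in 3 of these 6 fits.

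The separation of the groups over all circRNAs was positive in the other alternatives, and leaving out one library gave from -0.0051 to 0.0356, negative when any control library was left out. The number of circRNAs detected per library was lower in autism in the alternatives run, with a difference in means from -4147 to -1518.5 when one library was left out. The mean length rank of the hub circRNAs was 59 by genomic span in place of 5.6.

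Among the 42 other results, which are single circRNAs and source genes, the alternatives gave 519 values, of which 495 were the same in direction and side of the threshold, 20 weaker, 3 stronger and 1 reversed, by the direction of the fitted fold change. This was novel_circ_025437, at 0.0886 with length-adjusted offsets. Leaving out one library gave 251 values, with 28 weaker, 1 stronger and 3 reversed. The log2 fold change of novel_circ_015554 was from -0.1673 to 0.0011, where 0.0011 came without autism replicate 2. The log2 fold change of Plxna4 as a source gene was from -0.4972 to 0.3841, with -0.0793 without control replicate 3 and -0.4972 without autism replicate 3. Where a fold is given as a lower bound, a bound past 0 no longer shows a direction. This held for 3 of the 312 bounds from the alternatives, all with counts halved against an unchanged floor. These were novel_circ_012200 (0.011), novel_circ_061645 (0.0586) and novel_circ_025446 (0.4464). A bound was also past 0 for 4 of the 155 from leaving out one library. Those were novel_circ_013547 and novel_circ_018711 (both at -0.5648 without autism replicate 2), novel_circ_061645 (0.6618 without control replicate 1) and novel_circ_025446 (0.3696 without control replicate 3).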

Differences from the paper's values

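The paper reports 1059 differentially expressed circRNAs, and the quasi-likelihood test called 1835. Of the alternatives set before the data were examined, edgeR's exact test with library size only (719), DESeq2's Wald test (808), the filter at 10 counts in total (1517), the legacy quasi-likelihood fit (1421) and the replicate block (937) came within 1.5 times the paper's number. The exact test with TMM, library size only, DESeq2 size factors, the low-count filter of edgeR, thinning, the log2 ratio of mean RPM and the fits without one library did not. The exact test with common and tagwise dispersions and library size only called 1058, and together with a log2 ratio of mean RPM, with a mean of 0 set to 0.001, it called 1059, all of them in the paper's list. Both were chosen after seeing the values. The p-values of this exact test also equaled those of Table 1 up to rounding, such as 0.00188 for novel_circ_015779 and 1.9e-07 for novel_circ_014536. The paper's methods name edgeR but no test within it. These matches point to this exact test, with library size only, as the one used.

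The paper reports 477 upregulated circRNAs, and 891 were called. The exact test with library size only (333), DESeq2's Wald test (368), the filter at 10 counts (690), the legacy fit (660), the replicate block (433) and the fits without control replicate 1 (501), 2 (569) or 3 (574) came within 1.5 times. The other alternatives set before the data were examined did not. The paper reports 582 downregulated circRNAs, and 944 were called. The exact test with TMM (407), library size only (782), DESeq2 size factors (805), DESeq2's Wald test (440), the filter at 10 counts (827), the legacy fit (761), the replicate block (504) and the fits without autism replicate 1 (705) or 2 (650) came within 1.5 times, and the others did not. Of the alternatives chosen after seeing the values, the exact test with common and tagwise dispersions gave 478 upregulated and 580 downregulated circRNAs, and with the log2 ratio of mean RPM 477 and 582. Counts halved gave 870 downregulated circRNAs and length-adjusted offsets 822.

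In the paper's supplement 1 circRNA has an FDR under 0.05, and 3 had an adjusted p-value under 0.05 in the quasi-likelihood test. The fits without control replicate 1 or without autism replicate 2 gave 1, and the other alternatives set before the data were examined gave other numbers. The exact test with common and tagwise dispersions, chosen after seeing the values, also gave 1. The axis of the volcano plot (Figure 2B) is labelled with the FDR. The smallest FDR in the paper's supplement corresponds to 1.9 on a -log10 scale, and the smallest p-value to 6.72; the plotted points reach about 6.7 in Fig. 2B, read by eye.

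Of the hub circRNAs in Table 2, novel_circ_002378 was not called (unadjusted p = 0.059). It was called with the filter at 10 counts (p = 0.037), after thinning (p = 0.030) and without control replicate 3 (p = 0.025) in edgeR's quasi-likelihood test, and by the exact test with common and tagwise dispersions (p = 0.044), which was chosen after seeing the values.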

Other observations

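Several tests in this part were chosen after the pattern was seen, namely those on length and on a minimum of 2 reads. The tests on splits of the libraries, on depth, on clustering and on counts by circRNA length were fixed before their results were seen.

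The number of called circRNAs was compared with other ways to split the 6 libraries. There are 10 splits into 3 and 3, and 4 of them, with the real one, part all 3 same-numbered pairs. Among these 4 splits, 2 gave as many circRNAs past the unadjusted threshold (1835 for the real split and 1908 for another), and 2 gave as many with an adjusted p-value under 0.05 (3 and 7). Over all 10 splits, 3 gave as many past the unadjusted threshold and 4 gave as many with an adjusted p-value under 0.05, the largest number being 11. For source genes the number in the real split was 0 (447 with an unadjusted p-value under 0.05), so 4 of the 4 had to give as many and this comparison shows nothing. The other 6 splits part 1 pair, and gave between 1530 and 1857 circRNAs. With the exact test with common and tagwise dispersions, 4 of the 10 splits gave as many as the 1058 of the real one, and the largest gave 1154. Other splits thus gave as many circRNAs as the real one with either test, and the number called cannot be told apart from a grouping by chance. With 10 splits no share can be under 0.1, so this design could not have separated them.

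More circRNAs were lower than higher in autism (51.44% of those called), which may depend on library depth. After thinning all libraries to the smallest total, 53.49% of the called circRNAs were lower, so equal depth did not make the share even. The share moved by more than the 2 percentage points allowed for a share that does not depend on depth, so this test leaves open whether depth contributes, and the share was 45.15% with library size only.

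Hierarchical clustering of the libraries on called circRNAs (as in Figure 2A) was repeated for each split, on the circRNAs called for that split. The clusters followed the split in 10 of 10 splits. Selecting circRNAs by a grouping was therefore enough for the libraries to cluster by that grouping, so clusters on called circRNAs are not separate evidence for a difference between the groups.

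In autism replicates 1 and 2, longer circRNAs were lower relative to shorter ones. Over 3863 exonic circRNAs with a mean of at least 20 counts, the Spearman correlation of spliced length with the deviation from the median of the other libraries was -0.397 in autism replicate 2 and -0.179 in autism replicate 1. It was 0.167 in autism replicate 3 and between 0.091 and 0.189 in the control libraries. These correlations are across circRNAs, which are not independent replicates. Autism replicate 3 had a correlation of the same sign as the control libraries, so exposure to valproic acid alone may not explain the pattern. After thinning to equal depth the correlation in autism replicate 2 was -0.392, but autism replicate 2 is the smallest library and random thinning treats all lengths alike, so this does not test depth as an explanation. Differences in RNA integrity or library preparation were not tested. With length-adjusted offsets 1690 circRNAs were called in place of 1835, of which 1538 were the same circRNAs. The offsets moved the Spearman correlation of length with the log2 fold change from -0.272 to -0.012 over 4113 circRNAs with a mean of at least 20 counts. Of the 85 called circRNAs at that depth 52 were kept, as were 703 of the 823 with 0 counts in a group and 783 of the 927 others. Called circRNAs had a median length of 602 nt when higher and 971 nt when lower in autism, and 733 and 722 nt with the offsets. The medians were 419 and 1368.5 nt at a mean of at least 20 counts, 689.5 and 948 nt with 0 counts in a group and 537.5 and 988 nt for the others, and with the offsets 803 and 714, 755.5 and 691.5, and 710 and 750 nt. Without the offsets, called circRNAs were thus longer when lower in autism than when higher, at lower counts too. Offsets adjusted for length act to even out these medians, so the medians with them are not separate evidence. Adjusting for length left most of the calls in place (1538 of 1835).

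Even counts were more frequent than odd counts in each library. In control replicate 1, for example, 2757 circRNAs had 3 counts, 4179 had 4 and 1782 had 5. A minimum of 2 reads for a circRNA to be listed would raise counts of 2 only, but counts of 6 exceeded the mean of counts of 5 and 7 by a ratio of at least 1.419. A candidate explanation is that both reads of a fragment were counted, which would be more frequent for circRNAs under 300 nt than for those over 1000 nt. The ratio of counts of 4 to the mean of 3 and 5 was higher for the short circRNAs in 4 of the 6 libraries, which leaves this open. Duplicate reads were not tested, since the table holds no reads. If counts are partly doubled, the number of independent molecules is smaller than the counts. With counts halved and rounded up, 1791 circRNAs were called. The lower bounds of the Table 1 circRNAs moved toward or past 0 on the log2 scale. For novel_circ_015779 the bound went from 1.70 to 0.69, and for novel_circ_000370 from -1.03 to -0.04. The floor stayed at 3 counts, so halving had to move each bound toward 0. A fitted ratio hardly depends on such scaling, and that of novel_circ_017972 went from -2.06 to -2.04. The 2 kinds of value therefore cannot be compared for robustness. The unadjusted p of novel_circ_015779 in edgeR's quasi-likelihood test went from 3.9e-04 to 4.2e-04. No biological explanation was tested.

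The circRNAs that the paper lists as hubs were among the longest of the 1059. Their mean rank by length was 5.6, where 530 would be the mean for random sets, and 9 of the 10 longest were hubs (one-sided permutation test over 100000 random sets, p = 1e-05, the smallest these can give). The order in Table 2 followed length with a Spearman correlation of 0.867 (two-sided permutation test, p = 0.002). By genomic span the mean rank was 59. This is consistent with the degree in the predicted network depending on the length of sequence searched for miRNA sites. The hypothesis arose from the supplement and was tested on the same list, and the number of predicted sites was not analysed here.

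Both β-actin primers in the methods matched a transcript of Actbl2 exactly, the forward primer ACCCATTCTCTGTCTCGCAC from position 34 to 53 and the reverse primer ATCGTCACCCCCAAAACCTG on the opposite strand from position 179 to 198. They matched 0 of the 9 Actb transcripts in GENCODE release M21.

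As source genes, Plxna4 and Robo2, which the paper's discussion names for humans, had circRNA log2 fold changes of 0.06 (standard error 0.38, adjusted p = 0.99) and 0.18 (standard error 0.13, adjusted p = 0.79) in edgeR's quasi-likelihood test.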
